# Functional evidence implicating chromosome 7q22 haploinsufficiency in myelodysplastic syndrome pathogenesis

**DOI:** 10.7554/eLife.07839

**Published:** 2015-07-20

**Authors:** Jasmine C Wong, Kelley M Weinfurtner, Maria del pilar Alzamora, Scott C Kogan, Michael R Burgess, Yan Zhang, Joy Nakitandwe, Jing Ma, Jinjun Cheng, Shann-Ching Chen, Theodore T Ho, Johanna Flach, Damien Reynaud, Emmanuelle Passegué, James R Downing, Kevin Shannon

**Keywords:** monosomy 7, myelodysplastic syndrome, hematopoietic stem cells, haploinsufficiency, oxidative phosphorylation, chromosome engineering, mouse

## Abstract

Chromosome 7 deletions are highly prevalent in myelodysplastic syndrome (MDS) and likely contribute to aberrant growth through haploinsufficiency. We generated mice with a heterozygous germ line deletion of a 2-Mb interval of chromosome band *5A3* syntenic to a commonly deleted segment of human *7q22* and show that mutant hematopoietic cells exhibit cardinal features of MDS. Specifically, the long-term hematopoietic stem cell (HSC) compartment is expanded in *5A3*^*+/del*^ mice, and the distribution of myeloid progenitors is altered. *5A3*^*+/del*^ HSCs are defective for lymphoid repopulating potential and show a myeloid lineage output bias. These cell autonomous abnormalities are exacerbated by physiologic aging and upon serial transplantation. The *5A3* deletion partially rescues defective repopulation in *Gata2* mutant mice. *5A3*^*+/del*^ hematopoietic cells exhibit decreased expression of oxidative phosphorylation genes, increased levels of reactive oxygen species, and perturbed oxygen consumption. These studies provide the first functional data linking 7q22 deletions to MDS pathogenesis.

**DOI:** http://dx.doi.org/10.7554/eLife.07839.001

## eLife digest

Stem cells in the bone marrow are essential for creating new blood cells. Myelodysplastic syndrome (MDS) is a common type of blood cancer in the elderly that occurs when blood cells fail to develop normally. Depending on which types of blood cells are affected, individuals with MDS may bleed more easily, feel weak and tired, or be unable to effectively fight off infections.

Animals and plants store their genetic information in the form of chromosomes. Humans have 23 pairs of chromosomes, with one copy inherited from the mother, and the other from the father. The bone marrow cells of many people with MDS delete a section from one of their copies of chromosome 7. As this section contains many different genes, it is difficult to fully understand which specific genes contribute to the development of MDS when one copy is lost.

Wong et al. have now genetically engineered mice to lack a section of one of their copies of chromosome 7 that is often missing in patients with MDS. Bone marrow cells from these mice exhibit many of the same abnormalities found in human MDS. For example, most of the immature blood stem cells expand, but these stem cells do not correctly specialize into mature blood cells—in particular, not enough immune cells are produced. The developing blood cells also have problems expressing several genes, including one that helps to protect the cells from damaging molecules called reactive oxygen species. These problems worsen as the mice age.

These mice provide the first evidence directly linking the missing section of chromosome 7 to abnormalities found in MDS patients. Future studies using the mice will advance our understanding of how the loss of this section of chromosome 7 interacts with other genes involved in MDS to alter the course of this disease and how it responds to treatment.

**DOI:** http://dx.doi.org/10.7554/eLife.07839.002

## Introduction

The myelodysplastic syndromes (MDSs) are clonal stem cell disorders characterized by ineffective hematopoiesis, morphologic dysplasia, and a variable risk of progression to acute myeloid leukemia (AML) (Elias et al., 2014). Monosomy 7 (−7) and deletions affecting the long arm of chromosome 7 [del(7q)] are highly prevalent acquired cytogenetic abnormalities in de novo and in therapy-related MDS and AML (t-MDS/t-AML) (Smith et al., 2003). The proportion of −7/del(7q) cells is markedly increased in the hematopoietic stem cell (HSC) and progenitor compartments of MDS patients relative to T and B lymphocytes (Kere et al., 1987b; Abrahamson et al., 1991; Bernell et al., 1996; Will et al., 2012; Elias et al., 2014). Recent studies demonstrating quantitative changes in the frequencies of phenotypic primitive long-term HSCs, common myeloid progenitors (CMPs), and granulocyte-monocyte progenitors (GMPs) in MDS patients with −7/del(7q) further support diverse effects on hematopoiesis (Will et al., 2012; Pang et al., 2013).

Multiple studies of MDS and AML specimens with interstitial deletions on 7q have implicated three putative commonly deleted segments (CDSs) at chromosome bands 7q22, 7q34, and 7q35-36 (Figure 1A) (Kere et al., 1987a; Le Beau et al., 1996; Fischer et al., 1997; Liang et al., 1998; Tosi et al., 1999; Jerez et al., 2012; McNerney et al., 2013; Hosono et al., 2014). Of these intervals, 7q22 is deleted most frequently in cases of MDS or AML with a del(7q) (Le Beau et al., 1996). Targeted sequencing of candidate myeloid tumor suppressor genes (TSGs) located within a 2.5 Mb 7q22 CDS delineated by Le Beau et al. (1996), and recent comprehensive genomic analyses of clinical specimens strongly implicate a haploinsufficient role of 7q22 deletions in leukemogenesis (Kere et al., 1989; Fischer et al., 1997; Liang et al., 1998; Tosi et al., 1999; Ebert, 2011; Jerez et al., 2012; McNerney et al., 2013; Hosono et al., 2014). Consistent with this proposed mechanism, biallelic inactivation of any 7q gene is rare in MDS patients with −7/del(7q). For example, whole exome sequencing of 68 myeloid malignancies characterized by −7/del(7q) uncovered recurrent mutations in only *EZH2* (located at 7q36; n = 4) and *LUC7L2* (at 7q34; n = 3). Biallelic inactivation of these genes and of *CUX1* (located at 7q22) was observed in a small cohort of patients with 7q isodisomy (Hosono et al., 2014). *SAMD9L*, *RASA4*, *DOCK4*, and *MLL3* are other 7q genes that have been implicated as contributing to leukemogenesis by haploinsufficiency or epigenetic transcriptional repression (Figure 1A) (Asou et al., 2009; Zhou et al., 2011; Nagamachi et al., 2013; Chen et al., 2014; Poetsch et al., 2014). Here, we demonstrate hematopoietic abnormalities in mice with a germ line deletion of a contiguous CDS of chromosome band 5A3 (*5A3*^*+/del*^) syntenic to a 2.5 Mb 7q22 CDS delineated by Le Beau et al. (1996) that support a mechanistic role of 7q22 deletions in MDS pathogenesis.

**Figure 1.**
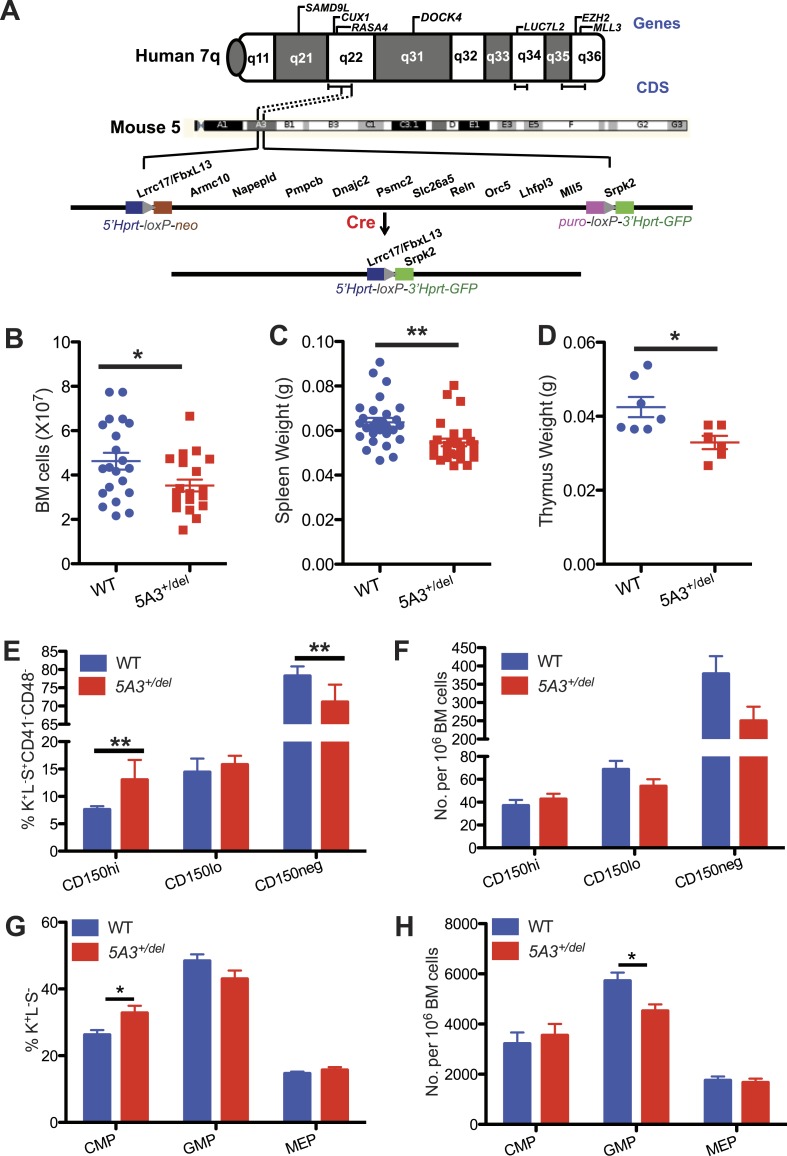
A heterozygous *5A3* deletion corresponding to human *7q22* perturbs steady-state hematopoiesis. (**A**) Top, candidate 7q myeloid tumor suppressor genes described previously (Asou et al., 2009; Ernst et al., 2010; Nikoloski et al., 2010; Zhou et al., 2011; McNerney et al., 2013; Chen et al., 2014; Hosono et al., 2014; Poetsch et al., 2014) appear above the diagram of chromosome 7q while commonly deleted segments (CDSs) within 7q22, 7q34, and 7q35-36 identified by different research groups (Kere et al., 1987a; Le Beau et al., 1996; Fischer et al., 1997; Liang et al., 1998; Tosi et al., 1999; Jerez et al., 2012; McNerney et al., 2013; Hosono et al., 2014) are depicted by brackets immediately below it. Middle, dotted lines demarcate the segments of mouse chromosome 5A3 corresponding to the human 7q22 CDS targeted in this study. Bottom, expressing Cre recombinase in embryonic stem (ES) cells doubly targeted with LoxP sequences within the *Fbxl13* and *Srpk2* genes excised a 2-Mb interval. Gene order is based on the Ensembl database and is not drawn to scale. (**B**) Total numbers of bone marrow (BM) cells from 2 femurs and 2 tibiae in *5A3*^*+/del*^ mice and wild-type (WT) littermates at 8–12 weeks of age. (**C**, **D**) Spleen (**C**) and thymus (**D**) weights in *5A3*^*+/del*^ mice and WT littermates at 8–12 weeks of age. (**E**, **F**) Percent contributions (**E**) and frequencies (**F**) of cells with high (CD150^hi^ HSC), low (CD150^lo^ HSC), and absent CD150 expression (CD150^neg^ MPP) within the K^+^L^−^S^+^CD41^−^CD48^−^ compartment of WT and *5A3*^*+/del*^ mice at 8–12 weeks of age (n = 6 of each genotype). (**G**) Percent contribution of common myeloid progenitor (CMP), granulocyte-monocyte progenitor (GMP), and megakaryocyte erythroid progenitors (MEP) within the Lin^−^Sca1^+^c-kit^+^ compartment of *5A3*^*+/del*^ mice and WT littermates. (**H**) Frequencies of CMP, GMP, and MEP in WT and *5A3*^*+/del*^ BM. The error bars indicate S.E.M. with significant differences between WT and *5A3*^*+/del*^ mice designated by asterisks as follows: *p < 0.05, **p < 0.01. **DOI:** http://dx.doi.org/10.7554/eLife.07839.003

**Figure 1—figure supplement 1.**
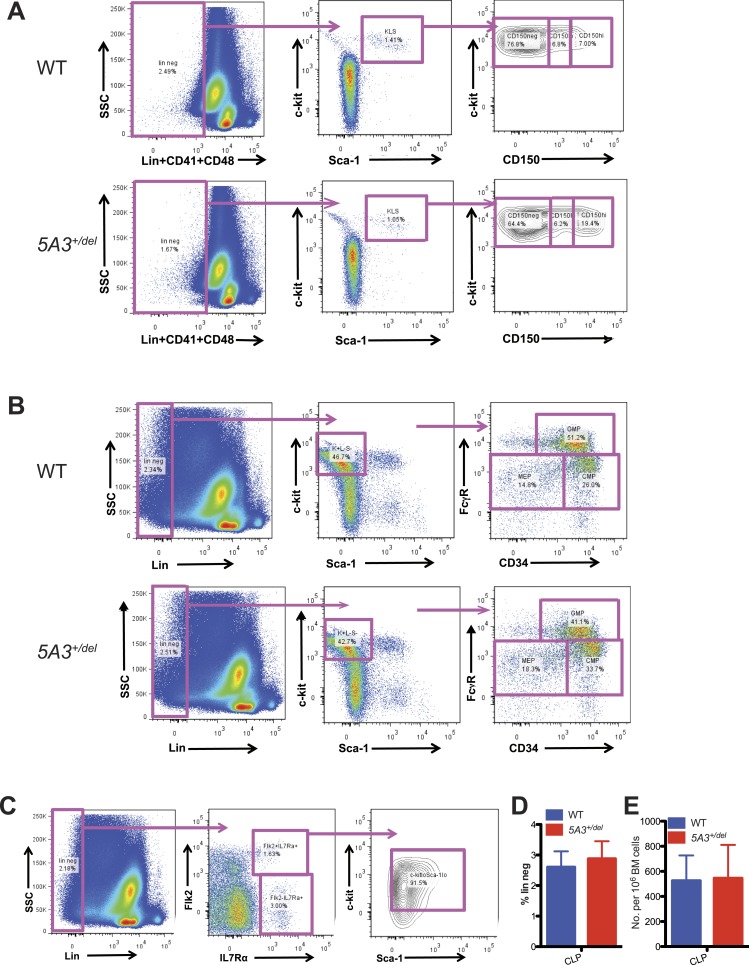
Gating strategy for hematopoietic stem and progenitor populations. (**A**) Gating strategy for CD150^hi^-HSC, CD150^lo^-HSC, and CD150^neg^-MPP. K^+^L^−^S^+^CD41^−^CD48^−^ cells were separated based on CD150 expression into CD150^hi^, CD150^lo^, and CD150^neg^ populations. Representative plots from WT (top) and *5A3*^*+/del*^ (bottom) mice are shown. (**B**) Gating strategy for CMP, GMP, and MEP. K^+^L^−^S^−^ cells were subdivided by CD34 and FcγR expression into CMP (CD34^+^FcγR^lo^), GMP (CD34^+^FcγR^hi^), and MEP (CD34^−^FcγR^lo^). Representative plots from WT (top) and *5A3*^*+/del*^ (bottom) mice are shown. (**C**) Gating strategy for common lymphoid progenitor (CLP). Lin^−^ cells were gated for CLP (Flk2^+^IL7Rα^+^). (**D**) Percent contribution of CLP within the Lin^−^ compartment of WT (n = 6) and *5A3*^*+/del*^ (n = 6) mice. (**E**) Frequencies of CLP in WT (n = 6) and *5A3*^*+/del*^ (n = 6) BM. For CLP staining experiments, data shown are mean values ±SEM of results from three independent experiments. For gating strategy figures, the numbers are expressed as percentages of the parental gates. **DOI:** http://dx.doi.org/10.7554/eLife.07839.004

## Results and discussion

### Abnormal differentiation and repopulation of *5A3*^*+/del*^ stem and progenitor cells

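In the GENCODE annotation of mouse chromosome 5 (mm9), the gene at the proximal edge of the 5A3 interval, Fbxl13, spans positions 20989665 to 21151423 on the minus strand, and the gene at the distal edge, Srpk2, spans 23009174 to 23182266 on the minus strand. The stretch from the end of Fbxl13 to the start of Srpk2 is 1857751 bp long. Between the outer ends of these genes the annotation lists 33 genes of all types, of which 15 are protein coding. Armc10 (21151631 to 21168512), Napepld (21168719 to 21207214), Pmpcb (21242959 to 21262970), Dnajc2 (21263085 to 21291069) and Psmc2 (21291101 to 21309605) lie closest to Fbxl13. Slc26a5 (21316473 to 21371422), Reln (21390272 to 21850523), Orc5 (21992303 to 22056247) and Lhfpl3 (22252011 to 22618785) follow, and Mll5 (22940259 to 23010053) lies at the other end. Lrrc17 (21049345 to 21081718) is nested within Fbxl13, and the last exons of Mll5 and Srpk2, which are transcribed from opposite strands, overlap from 23009174 to 23010053.

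**Figure D1:**
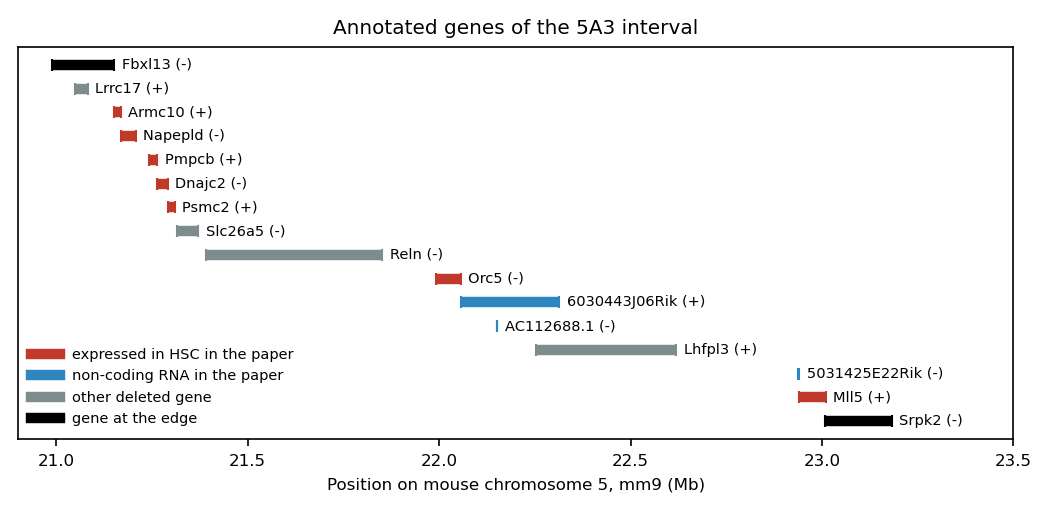
Genes of the 5A3 interval by their position on mouse chromosome 5 (mm9, in Mb). Each bar runs from the annotated start to the annotated end of a gene, with its strand in parentheses; the 7 red bars are the genes that the paper lists as expressed in HSC.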

We generated mice carrying a 2 Mb germ line *5A3* deletion that removes 13 genes syntenic to a human 7q22 CDS (Figure 1A) (Wong et al., 2010). *5A3*^*+/del*^ mice are smaller than wild-type (WT) littermates, and homozygous deletion of the *5A3* region causes embryonic lethality before 10.5 dpc (data not shown). Total nucleated bone marrow (BM) cell counts as well as spleen and thymus weights are reduced in mutant animals (Figure 1B–D), which maintain normal peripheral blood cell counts.

Differential expression of CD150 distinguishes HSC populations with different self-renewal, differentiation, and repopulating potentials. Specifically, HSCs, with a surface c-kit^+^, lineage^−^, Sca-1^+^ (KLS), and CD150^hi^ (CD150^hi^ HSC) immunophenotype possess potent self-renewal capacity, are predisposed to myeloid differentiation and expand upon aging (Kiel et al., 2005; Beerman et al., 2010a; Hock, 2010). Strikingly, the proportion of CD150^hi^ HSCs is increased in *5A3*^*+/del*^ BM with a corresponding decrease in the percentage of CD150 negative multi-potent progenitors (CD150^neg^ MPP) (Figure 1E, Figure 1—figure supplement 1A). This results in a normal frequency of CD150^hi^ HSCs in *5A3*^*+/del*^ mice, despite an overall reduction in the size of the stem/progenitor compartment (Figure 1F). The proportion of CMPs is elevated in *5A3*^*+/del*^ mice and the frequency of GMPs is decreased (Figure 1G,H, Figure 1—figure supplement 1B), which is consistent with changes in these populations in MDS patients (Will et al., 2012; Pang et al., 2013). Thus, the *5A3* deletion perturbs HSC and myeloid progenitor populations. By contrast, the proportions and frequencies of common lymphoid progenitors are similar in WT and *5A3*^*+/del*^ mice (Figure 1—figure supplement 1C–E).

We mixed donor *5A3*^*+/del*^ or WT BM cells with WT BM at ratios of 1:1 and 1:2 and transplanted them into irradiated recipients. Whereas *5A3* mutant BM had markedly reduced lymphoid repopulating capacity, these cells efficiently contributed to the c-kit^+^lin^−^Sca-1^+^ (KLS) compartment (Figure 2A,B). To investigate if the altered repopulating potential of *5A3*^*+/del*^ BM is intrinsic to CD150^hi^ HSC, we injected 15 of these cells into lethally irradiated recipients with WT BM competitors. Similar to whole BM, CD150^hi^ HSC from *5A3*^*+/del*^ mice exhibited reduced overall repopulation potential due to defective lymphoid reconstitution (Figure 2C–F). Importantly, however, *5A3*^*+/del*^ HSC efficiently reconstituted KLS and myeloid compartments in both primary and secondary recipients (Figure 2E,F). *5A3*^*+/del*^ CD150^hi^ HSC exhibited markedly reduced lymphoid repopulating potential in WT and *5A3*^*+/del*^ recipients, whereas WT cells restored lymphoid repopulation in *5A3*^*+/del*^ hosts almost as well as in WT recipients, demonstrating that the repopulation defects in *5A3*^*+/del*^ CD150^hi^ HSCs are cell intrinsic (Figure 2C–F).

**Figure 2.**
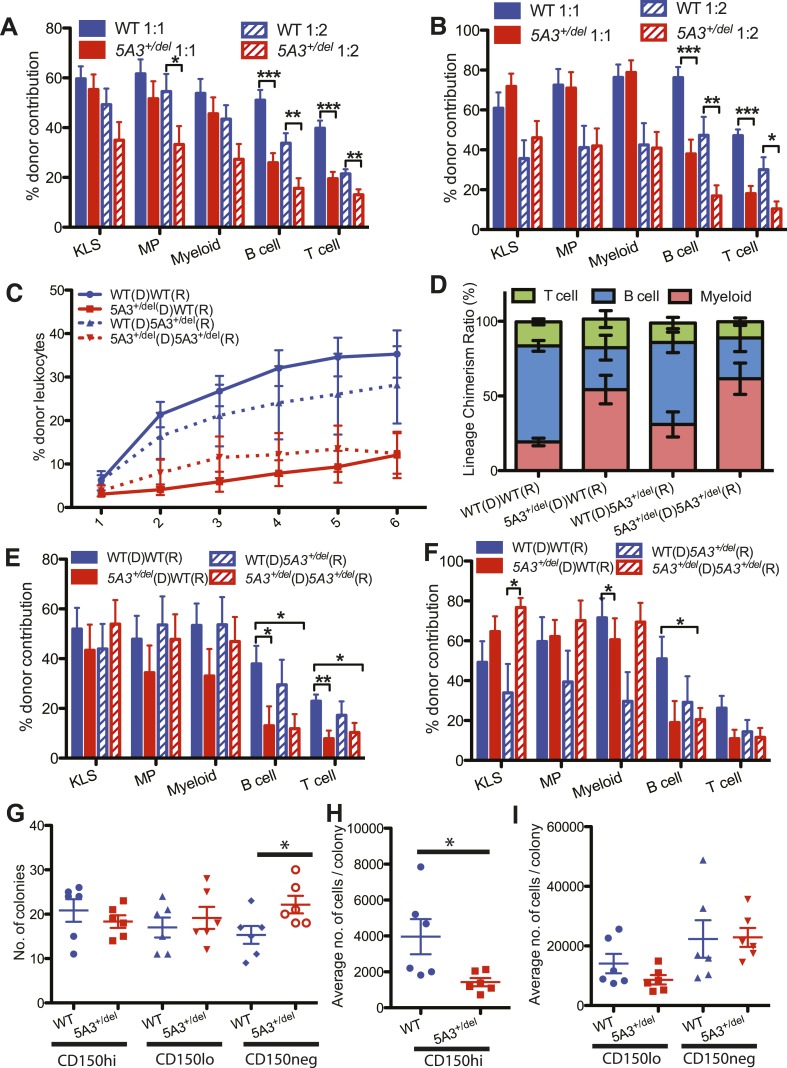
Defective repopulating potential of *5A3*^*+/del*^ BM and CD150^hi^ HSC. (**A**, **B**) BM cells from WT or *5A3*^*+/del*^ mice (n = 9 per genotype) were mixed at ratios of 1:1 and 1:2 with WT competitor cells and transplanted into 2–3 irradiated WT recipients. Percent contribution to the K^+^L^−^S^+^ (KLS), K^+^L^−^S^−^ (MP), myeloid, B and T cell lineages in the BM of recipient mice 6 months after primary (**A**) and secondary (**B**) transplants are shown. (**C**) Leukocyte chimerism after competitive transplantation of 15 *5A3*^*+/del*^ or WT CD150^hi^ HSC into WT or mutant recipients (n = 12 for WT hematopoietic stem cell (HSC) in WT recipients; n = 12 for *5A3*^*+/del*^ HSC in WT recipients; n = 8 for WT HSC in *5A3*^*+/del*^ recipients; n = 9 for *5A3*^*+/del*^ HSC in *5A3*^*+/del*^ recipients). (**D**–**F**) Relative proportions of donor-derived B, T, and myeloid cells in the blood of recipient mice 6 months after transplantation (**D**). Percent contribution to the K^+^L^−^S^+^ (KLS), K^+^L^−^S^−^ (MP), myeloid, B and T cell lineages in the BM of recipient mice 6 months after primary (**E**) and secondary (**F**) transplants. Data shown are mean values ±SEM of results from four independent experiments. (**G**–**I**) 100 CD150^hi^ HSC, CD150^lo^ HSC, and CD150^neg^ MPP from 8- to 12-week-old *5A3*^*+/del*^ mice and their WT littermates were plated into methylcellulose medium supplemented with cytokines (n = 6 for each genotype). The total number of colonies (**G**) and the average number of cells per colony (**H**, **I**) were assessed after 7 days. Dots represent individual mice, and the horizontal lines indicate median values. Data shown are mean values ±SEM of results from three independent experiments with significant differences between WT and *5A3*^*+/del*^ mice designated by asterisks as follows: *p < 0.05, **p < 0.01, ***p < 0.001. **DOI:** http://dx.doi.org/10.7554/eLife.07839.005

**Figure 2—figure supplement 1.**
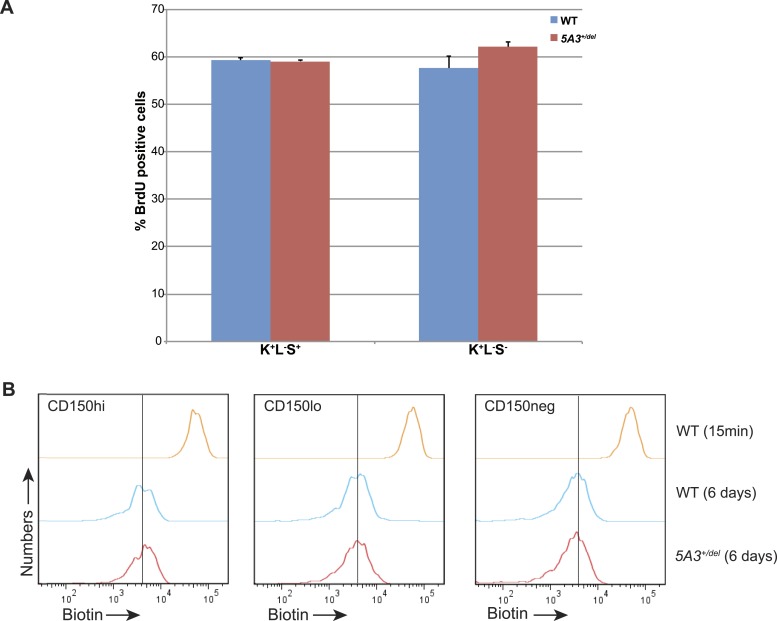
Proliferation and divisional kinetics of *5A3*^*+/del*^ HSCs. (**A**) BrdU labeling frequencies of K^+^L^−^S^+^ and K^+^L^−^S^−^ cells from WT and *5A3*^*+/del*^ mice taken 24 hr after intraperitoneal injection of BrdU. (**B**) HSCs were labeled with EZ-Link Sulfo-NHS-LC-LC-biotin (biotin) in vivo, and the in vivo proliferative behavior of HSCs was tracked by dilution of the biotin label caused by cell division. Biotin intensities on CD150^hi^ HSC, CD150^lo^ HSC, and CD150^neg^ MPP taken 15 min and 6 days after intravenous injection of biotin (representative plots from one of 3 mice in each group). Following 6 days of chase, the reduction in biotin label intensity is similar in WT and *5A3*^*+/del*^ CD150^hi^ HSC, CD150^lo^ HSC, and CD150^neg^ MPP. **DOI:** http://dx.doi.org/10.7554/eLife.07839.006

*WT* and *5A3*^*+/del*^ HSCs generated similar numbers of myeloid colonies in methylcellulose cultures supplemented with cytokines; however, colonies grown from *5A3*^*+/del*^ CD150^hi^ HSC contained significantly fewer cells (Figure 2G,H). By contrast, *5A3*^*+/del*^ CD150^neg^ MPP showed a 1.4-fold increase in colony forming activity but a similar number of cells per colony as WT MPP (Figure 2G,I). In vivo labeling experiments revealed similar rates of BrdU incorporation, cell division, and apoptosis in WT and *5A3*^*+/del*^ K^+^L^−^S^+^ and myeloid progenitor (MP) cells (Figure 2—figure supplement 1A,B and data not shown) (Nygren and Bryder, 2008).

### Effects of aging on *5A3*^*+/del*^ HSC and interaction with *Gata2* haploinsufficiency

Physiologic aging is characterized by impaired HSC repopulating potential, diminished lymphoid differentiation, the dominance of CD150^hi^ HSCs that are skewed toward myeloid differentiation and a markedly increased risk of MDS (Beerman et al., 2010a; Beerman et al., 2010b). Similarly, the abnormal distribution of HSCs is exacerbated in 24- to 30-month-old *5A3*^*+/del*^ mice (Figure 3A,B). Consistent with data from younger mice (Figure 2A–F), aged *5A3* mutant BM displayed markedly reduced lymphoid repopulating potential, but efficiently contributed to myeloid reconstitution (Figure 3C,D). Old *5A3*^*+/del*^ BM cells also repopulated the KLS compartment significantly better than WT BM in recipients analyzed 4 months after transplantation, and *5A3*^*+/del*^ cells exhibited a twofold increase in contribution to the KLS and MP populations upon serial transplantation (Figure 3C,D). Despite these HSC abnormalities, *5A3*^*+/del*^ *mice* have a normal lifespan, and the underlying causes of death are similar to WT littermates (data not shown).

**Figure 3.**
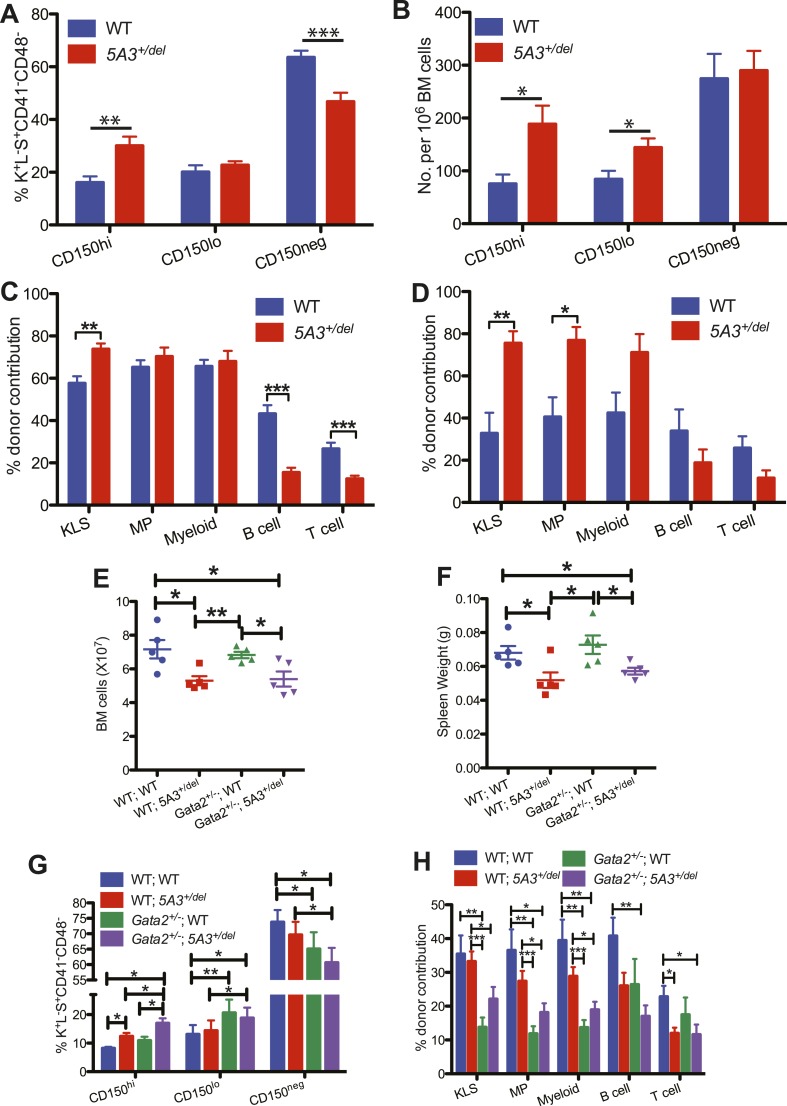
Effects of aging and *Gata2* inactivation on *5A3*^*+/del*^ hematopoietic cells. (**A** and **B**) Percent contributions (**A**) and frequencies (**B**) of CD150^hi^ HSC, CD150^lo^ HSC, and CD150^neg^ MPP within the K^+^L^−^S^+^CD41^−^CD48^−^ compartment in *5A3*^*+/del*^ mice (n = 12) and their WT littermates (n = 11) at 24–30 months of age. (**C** and **D**) Competitive transplantation of BM cells from 24- to 30-month-old WT or *5A3*^*+/del*^ mice. Percent donor contribution of *5A3*^*+/del*^ cells to K^+^L^−^S^+^ (KLS), K^+^L^−^S^−^ (MP), myeloid, B cell, and T cell populations in the BM of recipient mice 4 months after primary (**C**) and secondary (**D**) competitive transplantation (n = 5 donors and 10 recipients of each genotype). Data shown are mean values ±SEM of results from two independent experiments. (**E**) Total numbers of BM cells from 2 femurs and 2 tibiae in *5A3*^*+/del*^ mice, *Gata2*^*+/−*^ mice, compound *Gata2*^*+/−*^; *5A3*^*+/del*^ mice and WT littermates at 8–12 weeks of age. (**F**) Spleen weights in *5A3*^*+/del*^ mice, *Gata2*^*+/−*^ mice, compound *Gata2*^*+/−*^; *5A3*^*+/del*^ mice, and WT littermates at 8–12 weeks of age. (**G**) Percent contributions of cells with high (CD150^hi^ HSC), low (CD150^lo^ HSC), and absent CD150 expression (CD150^neg^ MPP) within the K^+^L^−^S^+^CD41^−^CD48^−^ compartment of WT, *5A3*^*+/del*^, *Gata2*^*+/−*^, and compound *Gata2*^*+/−*^; *5A3*^*+/del*^ mice at 8–12 weeks of age (n = 5 of each genotype). (**H**) BM cells from WT, *5A3*^*+/del*^, *Gata2*^*+/−*^ or compound *Gata2*^*+/−*^; *5A3*^*+/del*^ mice (n = 5 of each genotype) were each mixed at ratios of 1:1 with WT competitor cells and transplanted into two irradiated WT recipients. Percent contribution to the K^+^L^−^S^+^ (KLS), K^+^L^−^S^−^ (MP), myeloid, B and T cell lineages in the BM of recipient mice 6 months after primary transplants. Data shown are mean values ±SEM from five independent experiments with significant differences designed by asterisks as follows: *p < 0.05, **p < 0.01, ***p < 0.001. The enhanced repopulating ability of compound *Gata2*^*+/−*^; *5A3*^*+/del*^ vs *Gata2* singly mutant HSC achieved borderline statistical significance in three myeloid populations (KLS (p = 0.09), MP (p = 0.09), and myeloid cells (p = 0.12)). **DOI:** http://dx.doi.org/10.7554/eLife.07839.007

*GATA2* mutations cause familial MDS, which is frequently characterized by −7/del(7q) (Hahn et al., 2011; Bodor et al., 2012; Pasquet et al., 2013). We generated *Gata2*^*+/−*^; *5A3*^*+/del*^ mice, quantified HSC and progenitor populations, and performed competitive repopulation experiments. Like *5A3*^*+/del*^ mutant mice, *Gata2*^*+/−*^; *5A3*^*+/del*^ mice have reduced BM cellularity and spleen weights (Figure 3E,F), and the CD150^hi^ HSC bias is augmented by concomitant *Gata2* deletion (Figure 3G). Whereas lymphoid reconstitution is similarly impaired in *5A3*^*+/del*^ and compound mutant mice, the *5A3* deletion partially rescues the repopulating deficit of *Gata2*^*+/−*^ BM in the KLS, MP, and myeloid compartments (Figure 3H) (Rodrigues et al., 2005). These data suggest that the 7q22 CDS contributes to transformation in familial MDS by impairing lymphoid differentiation while also modestly enhancing the growth of *GATA2* mutant HSC and their myeloid progeny.

### Changes in gene expression and metabolic activities in *5A3*^*+/del*^ hematopoietic cells

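RNA-Seq libraries were made from sorted CD150hi HSC, CD150lo HSC and CD150neg MPP of 5 WT and 5 5A3+/del mice, and the deposited table holds 29 libraries, with 5 per genotype and population except 4 for 5A3+/del CD150neg MPP. The authors deposited FPKM, fragments scaled to exon length and library size, for 30025 genes. From the steps of the low values, between 21229490 and 38797569 fragments per library underlie the FPKM, with a median of 26967107, and 3 fragments were taken as the floor of detection. PCR duplicates cannot be told apart in these values, so this floor covers counting error only. Genes with an FPKM of at least 1 in at least 4 of the 29 libraries (15409 genes) were kept, transformed as log2(FPKM + 1) and quantile normalized. Fold changes are on this log2 scale, which understates the change of genes with low values. Genotypes were compared within each population with limma in a single fit of all 29 libraries. Slamf1, the gene that encodes CD150, had a normalized FPKM of 14.4 ± 1.04 (SD, n = 5) in WT CD150hi HSC and 1.59 ± 0.718 (n = 5) in WT CD150lo HSC, and of 16.1 ± 4.54 (n = 5) and 0.923 ± 0.728 (n = 5) in the same populations of 5A3+/del mice. In CD150neg MPP, where it was near the floor in some libraries, it had 1 to 31 fragments per library in WT (n = 5) and 1 to 25 in 5A3+/del mice (n = 4).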

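The 7 interval genes that the paper lists as expressed in HSC (Mll5, Armc10, Psmc2, Dnajc2, Orc5, Pmpcb and Napepld) were expressed in 5A3+/del CD150hi HSC at a median of 52.6% of the WT mean, with a range from 45.9% for Orc5 to 60.9% for Armc10. In CD150lo HSC the median was 52.2%, and the range ran from 31.9% for Napepld to 60.6% for Mll5. In CD150neg MPP the median was 46.4%, and the range ran from 15.5% for Napepld to 64.0% for Psmc2. The mean log2 value over these genes was lower in every 5A3+/del library than in every WT library of the same population. In CD150hi HSC this mean was 3.61 ± 0.10 (SD, n = 5) in WT and 2.79 ± 0.14 (n = 5) in 5A3+/del mice (exact two-sided permutation test, p = 0.00794, the smallest p that this design allows). It was 3.68 ± 0.09 (n = 5) and 2.80 ± 0.16 (n = 5) in CD150lo HSC (exact permutation test, p = 0.00794). The values in CD150neg MPP were 3.70 ± 0.06 (n = 5) and 2.73 ± 0.08 (n = 4) (exact permutation test, p = 0.00794). After Benjamini-Hochberg adjustment over all genes, limma gave an adjusted p-value under 0.05 for 5 of the 7 genes in CD150hi HSC, 4 in CD150lo HSC and 4 in CD150neg MPP, and for all 7 in each population when adjusted over these genes alone. Among the alternatives tried, the back-transformed difference of mean log2 values moved the median percentage most, to 50.7% in CD150neg MPP.

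**Figure D2:**
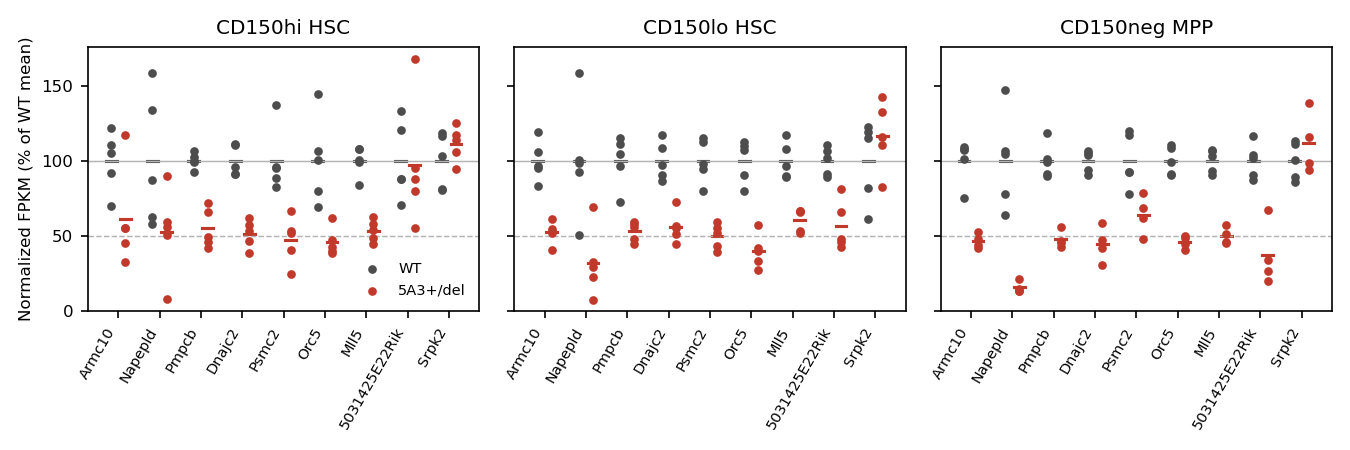
Normalized FPKM of the 7 expressed interval genes, the non-coding RNA 5031425E22Rik and the flanking gene Srpk2 in each library, as percent of the WT mean of that gene and population; points are libraries, short horizontal bars are means and the dashed line marks 50%. The means of the 7 interval genes in 5A3+/del CD150hi HSC lie between 45.9% and 60.9%.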

Transcriptome (RNA-Seq) and TaqMan quantitative real-time PCR analyses revealed a ∼50% reduction in the expression of multiple genes and of the long intergenic non-coding RNA 503142E22Rik within the *5A3* interval in mutant HSC and MPP (Figure 4A,B). 

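Expression of the nuclear genes that encode subunits of OXPHOS complexes I to V and cytochrome c was compared with a list of 77 genes, all of which passed the expression filter. Genes were ranked by signal to noise, WT over 5A3+/del, so that a positive normalized enrichment score (NES) means higher expression in WT, and p-values come from 1000 permutations of the gene list. The NES was 1.73 in CD150hi HSC (two-sided permutation p = 0.002). In CD150lo HSC it was 2.17 (permutation p = 0.001, the smallest that 1000 permutations can give). In CD150neg MPP it was 0.716 (permutation p = 0.974). Ranking by limma's moderated statistic in place of signal to noise gave a NES of 2.47 in CD150hi HSC. Ranking without weights moved it most, to 3.15, but also gave a NES of 2.45 in CD150neg MPP (gene-list permutation p = 0.001). Permuting the mice over 100 regroupings in place of the gene list lowered the NES in CD150hi HSC to 1.66 (permutation p = 0.02). Leaving out 5A3+/del replicate 1 lowered it to 1.27 (gene-list permutation p = 0.0969). limma's camera test of the same list in CD150hi HSC gave p = 0.0428. The mean log2 value over the list, called the OXPHOS score here, takes the mouse as the unit. It was 4.94 ± 0.08 (SD, n = 5) in WT and 4.76 ± 0.13 (n = 5) in 5A3+/del CD150hi HSC, a difference of -0.18, or 88.2% of WT (exact two-sided permutation test, p = 0.00794). In CD150lo HSC the score was 4.98 ± 0.09 (n = 5) in WT and 4.77 ± 0.05 (n = 5) in 5A3+/del mice, a difference of -0.21, or 86.4% of WT (exact permutation test, p = 0.00794). In CD150neg MPP the difference of -0.03, or 97.9% of WT, did not exceed the spread between mice (exact permutation test, p = 0.437). The cytosolic ribosomal protein genes fell by a similar amount in CD150hi HSC, with a median log2 fold change of -0.18 against -0.16 for the OXPHOS list. Of the 77 genes, 59 were lower in 5A3+/del CD150hi HSC, 67 in CD150lo HSC and 42 in CD150neg MPP.

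**Figure D3:**
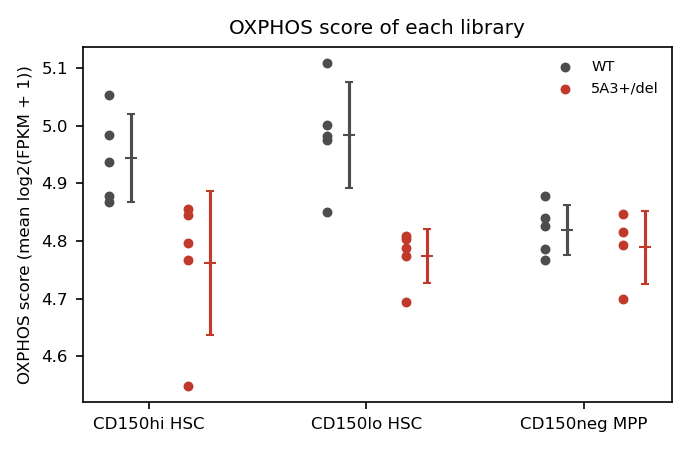
OXPHOS score (mean log2(FPKM + 1) over the 77 genes, after quantile normalization) of each library by genotype and population; points are libraries, and bars show the mean and SD. All 5 libraries of 5A3+/del CD150hi HSC and all 5 of 5A3+/del CD150lo HSC lie below every WT library of the same population; the vertical axis does not start at 0.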

Gene Set Enrichment Analysis (GSEA) of the RNA-Seq data from *5A3*^*+/del*^ HSCs further demonstrated reduced expression of multiple gene sets related to oxidative phosphorylation (OXPHOS) that are similarly down-regulated in the early stages of human therapy-induced MDS and AML (Figure 4C) (Mootha et al., 2003; Li et al., 2011). OXPHOS is the metabolic pathway used by cells to generate adenosine triphosphate (ATP). OXPHOS is regulated by mitochondrial membrane potential, and defects in this metabolic pathway can increase levels of reactive oxygen species (ROS). However, sorted WT and *5A3*^*+/del*^ HSC and MPP showed similar ATP levels (Figure 4D). Membrane potential and intracellular ROS levels were also similar in HSC and MPP from young mice, but ROS levels were increased by ∼50% in the HSC and MPP of aged *5A3*^*+/del*^ mice (Figure 4E,F). Elevated ROS levels in HSCs correlate with reduced self-renewal capacity, impaired multi-lineage repopulating ability, and myeloid-biased differentiation (Jang and Sharkis, 2007). ROS levels are also increased in t-MDS/AML BM (Reinecke et al., 2009; Li et al., 2011).

**Figure 4.**
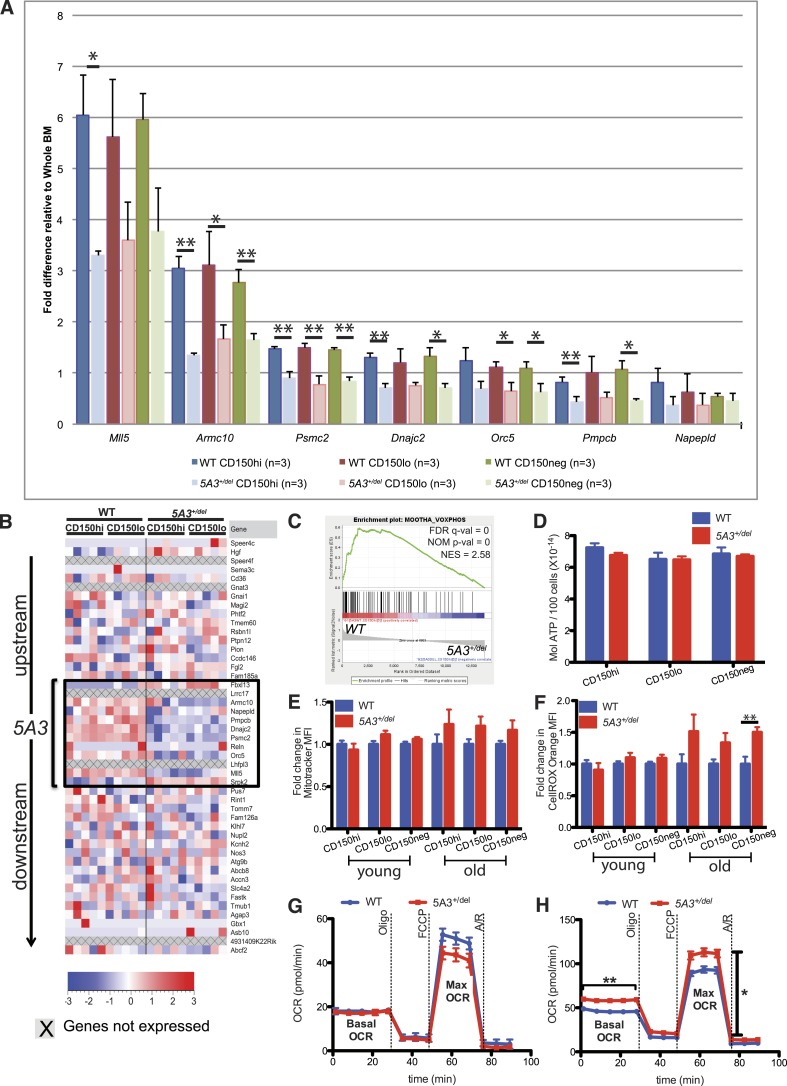
Changes in gene expression and oxidative phosphorylation in *5A3*^*+/del*^ HSC and MP. (**A**) Relative mRNA abundances for genes within the deleted *5A3* interval expressed at detectable levels in sorted HSC populations were determined by TaqMan reverse transcriptase PCR (n = 3 per genotype). (**B**) Expression levels of genes located within and flanking the deleted interval measured by RNA-Seq in sorted CD150^hi^ HSC and CD150^lo^ HSC from 5 mice of each genotype. Each column presents data from an individual mouse, and genes within the *5A3* deleted region are delimited with a black box. Three non-coding RNAs (6030443J06Rik, AC112688.1 and 5031425E22Rik) are located within the *5A3* deletion. Two of these (6030443J06Rik and AC112688.1) are expressed at extremely low levels in HSC, and the other (5031425E22Rik) showed ∼50% lower expression in *5A3*^*+/del*^ HSC. 5031425E22Rik is homologous to the human *KMT2E* (a.k.a. *MLL5*) antisense RNA1. Expression levels of the flanking *Fbxl13* and *Srpk2* genes are modestly up-regulated in *5A3*^*+/del*^ HSC, which is consistent with the targeting strategy used to generate the segmental deletion. (**C**) Gene Set Enrichment Analysis of *5A3*^*+/del*^ CD150^hi^ HSCs revealed negative enrichment for genes associated with oxidative phosphorylation (OXPHOS). False discovery rate (FDR) q-val, nominal p-value (NOM p-value), and normalized enrichment scores (NESs) are indicated. (**D**) ATP levels in HSC and MPP from 8- to 12-week-old WT (n = 6) and *5A3*^*+/del*^ (n = 5) mice. Data shown are mean values ±SEM of results from two independent experiments. (**E**) Fold change in the mean MitoTracker Orange fluorescence levels in *5A3*^*+/del*^ cells normalized to values in WT cells analyzed in the same experiment. (**F**) Fold change in the mean fluorescence level (MFI) of *5A3*^*+/del*^ cells that are CellROX Orange positive normalized to values in WT cells analyzed in the same experiment. For the MitoTracker and CellROX experiments, n = 13 for WT and n = 12 for *5A3*^*+/del*^ young mice, three independent experiments; n = 5 for WT and n = 6 for *5A3*^*+/del*^ aged mice, two independent experiments. Data shown are mean values ±SEM of results from independent experiments. (**G** and **H**) Oxygen consumption rate (OCR) was assessed basally and in response to the mitochondrial inhibitors oligomycin (oligo), carbonyl cyanide 4-(trifluoromethoxy) phenylhydrazone (FCCP), and antimycin A and rotenone (A/R) for (**G**) KLS and (**H**) MP cells. Data are shown as mean ±SEM of n = 5 mice of each genotype from two independent experiments. **DOI:** http://dx.doi.org/10.7554/eLife.07839.008

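The non-coding RNA 5031425E22Rik, which the deposited table lists as a protein-coding gene, lies next to the start of Mll5 on chromosome 5 (mm9, 22937628 to 22939737). Its normalized FPKM was 6.38 ± 1.65 (SD, n = 5) in WT and 6.19 ± 2.70 (n = 5) in 5A3+/del CD150hi HSC, or 97.1% of WT, a difference within the spread between mice (exact two-sided permutation test, p = 0.794). In CD150lo HSC it was 8.02 ± 0.74 (n = 5) in WT and 4.53 ± 1.32 (n = 5) in 5A3+/del mice, or 56.5% of WT (exact permutation test, p = 0.00794), with an adjusted p-value of 0.271 over all genes from limma. In CD150neg MPP it was 8.13 ± 0.97 (n = 5) in WT and 3.01 ± 1.71 (n = 4) in 5A3+/del mice, or 37.0% of WT (limma, adjusted p = 0.0262). Both other non-coding RNAs fell below the expression filter. 6030443J06Rik (22056255 to 22313668) had a mean FPKM of 0.350 in WT and 0.212 in 5A3+/del CD150hi HSC and did not exceed 0.826 in any library. AC112688.1 is annotated with 65 bp of exon (22150937 to 22151001) and had at most 4 fragments in every library except a single 5A3+/del CD150lo HSC library, where 37 fragments gave an FPKM of 23.2.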

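Fbxl13 fell below the expression filter in all populations, and its FPKM is therefore given without a fold change. In CD150hi HSC its mean was 0.0193 ± 0.0230 (SD, n = 5) in WT, from 0 to 5 fragments per library, and 0.214 ± 0.235 (n = 5) in 5A3+/del mice, from 3 to 54 fragments (exact two-sided permutation test, p = 0.0238). In CD150lo HSC it was 0.0637 ± 0.0530 (n = 5) in WT and 0.760 ± 0.411 (n = 5) in 5A3+/del mice, without overlap between the genotypes (exact permutation test, p = 0.00794). Lrrc17, which is annotated within Fbxl13, shares its position, and the counting of overlapping genes is not described. Srpk2 had a normalized FPKM of 9.38 ± 1.74 (n = 5) in WT and 10.4 ± 1.09 (n = 5) in 5A3+/del CD150hi HSC, or 111% of WT, which is within the range of single mice (exact permutation test, p = 0.262). In CD150lo HSC it reached 117% of WT (exact permutation test, p = 0.302). None of the 24 other genes of Fig. 4B outside the interval that passed the expression filter had an adjusted p-value under 0.05 in limma; at an unadjusted p-value under 0.05 there were 5 in CD150hi HSC and 1 in CD150lo HSC. The log2 fold changes of these flanking genes ranged from -0.47 to 0.64 in CD150hi HSC. The paper relates the higher expression of Fbxl13 and Srpk2 to the targeting strategy. Its methods describe loxP and HPRT sequences flanking these genes, and its Fig. 1 legend places the loxP sequences within them.

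Within the OXPHOS list in CD150hi HSC, the 36 genes of complex I had a score difference of -0.22 and the 15 genes of complex V one of -0.21 (exact permutation test, p = 0.00794 for each). The differences for the 4 genes of complex II (-0.07), the 9 of complex III (-0.11) and the 12 of complex IV (-0.13) were not separated by genotype (exact permutation test, p = 0.857, 0.143 and 0.103). In CD150lo HSC, complex III (-0.27, exact permutation test, p = 0.00794) and complex IV (-0.16, p = 0.0159) were lower as well, next to complex I (-0.26, p = 0.00794) and complex V (-0.15, p = 0.0238). Atp5e on chromosome 2 showed the largest moderated statistic, with a normalized FPKM of 61.1 ± 13.2 (SD, n = 5) in WT and 35.5 ± 4.54 (n = 5) in 5A3+/del mice (log2 fold change -0.75, standard error 0.16, limma adjusted p = 0.048). The next in order were Ndufa6, Uqcrq, Ndufs6 and Cox5b, with log2 fold changes of -0.97, -0.58, -0.64 and -0.61 and adjusted p-values from limma between 0.0605 and 0.101. Over all genes, 1 OXPHOS gene had an adjusted p-value under 0.05, and 10 did when adjusted over the 77 genes alone.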

Down-regulation of OXPHOS genes is expected to reduce mitochondrial respiration in HSC (Warr and Passegue, 2013). We attempted to directly measure oxygen consumption rates (OCRs) in CD150^hi^ and CD150^lo^ HSC but could not obtain reproducible results due to limiting cell numbers. We therefore compared the OCRs of KLS, MP, B, and T cells isolated from 1-year-old WT and *5A3*^*+/del*^ mice. *5A3*^*+/del*^ KLS cells showed a similar basal OCR as their WT counterparts, but a slightly lower maximal respiratory capacity that did not reach statistical significance (p = 0.2562) (Figure 4G). *5A3*^*+/del*^ MPs surprisingly showed a significantly higher basal respiration and maximal respiratory capacity in comparison to WT cells, supporting an overall increase in energy consumption (Figure 4H). Meanwhile, mature *5A3*^*+/del*^ B and T cells have similar mitochondrial stress profiles as WT cells. We conclude that global changes in OXPHOS gene expression exert a modest impact on cellular metabolism in aged *5A3* mutant HSC and progenitors. Interestingly, treatment with N-acetyl-L-cysteine (NAC) did not reverse the hematopoietic abnormalities in young *5A3*^*+/del*^ mice (data not shown), suggesting that they are a direct consequence of the *5A3* deletion and are not secondary to ROS production.

Segmental deletions are among the most frequent genetic alterations in human cancer, and simultaneous loss of multiple haploinsufficient TSGs that individually have minimal phenotypic consequences appears to underlie the growth advantage conferred by most of these chromosomal losses (Solimini et al., 2012). We show that a haploinsufficient deletion in mice that models loss of a human 7q22 CDS causes hematopoietic abnormalities that include a myeloid lineage output bias, impaired lymphoid repopulating potential, and a pronounced age-associated expansion of HSC and MPs. These functional abnormalities support a role of 7q22 deletions in MDS pathogenesis. 

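In WT CD150hi HSC the normalized FPKM of the 7 expressed interval genes ranged from 1.82 ± 0.81 (SD, n = 5) for Napepld to 44.3 ± 4.35 (n = 5) for Mll5. Mll5 fell to 23.7 ± 3.17 (n = 5) in 5A3+/del mice, a log2 fold change of -0.88 (standard error 0.11, limma adjusted p = 0.000548). Dnajc2 fell from 15.8 ± 1.63 to 8.10 ± 1.45 (adjusted p = 0.0055 from limma). Pmpcb fell from 8.02 ± 0.43 to 4.40 ± 1.07, Orc5 from 9.87 ± 2.88 to 4.52 ± 0.94 and Psmc2 from 7.74 ± 1.68 to 3.67 ± 1.22, with adjusted p-values from limma of 0.00941, 0.00941 and 0.0187. No 5A3+/del library of these 5 genes overlapped the WT libraries. Armc10 changed from 23.0 ± 4.61 to 14.0 ± 7.51 and Napepld from 1.82 to 0.957 ± 0.535, and their libraries overlapped between genotypes (limma adjusted p = 0.0988 and 0.32). In CD150lo HSC, Mll5 fell from 43.5 ± 5.27 to 26.4 ± 3.32 and Orc5 from 10.8 ± 1.51 to 4.31 ± 1.23 (limma adjusted p = 0.00693 and 0.00147). Of the remaining deleted protein-coding genes, Lrrc17, Slc26a5, Reln and Lhfpl3 stayed below the expression filter. In CD150hi HSC their FPKM did not exceed 0.104, 0.155, 0.0152 and 0 in any library.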

The seven genes within the deleted *5A3* segment that are expressed in HSC encode proteins that regulate diverse cellular processes including transcription (*Mll5* and *Dnajc2*), mitochondrial quality control (*Pmpcb, Armc10*), protein degradation (*Psmc2*), biosynthesis of *N*-acylethanolamines (*Napepld*), and DNA replication (*Orc5*) (Luciano et al., 1997; Quintana et al., 1998; Fujiki et al., 2009; Sebastian et al., 2009; Richly et al., 2010; Nijhawan et al., 2012; Tsuboi et al., 2013; Zhou et al., 2013; Serrat et al., 2014). Given this, it is likely that the haploinsufficiency for multiple interacting genes leads to altered hematopoietic differentiation and function in *5A3*^*+/del*^ mice. Similar to the *5A3*^*+/del*^ mice described here, other mutations found in MDS patients perturb hematopoiesis, but do not consistently induce hematologic disease in the absence of cooperating mutations (Beurlet et al., 2013). This is not unexpected given the advanced age of most MDS patients and the presence of multiple genetic lesions in diseased BM. The *5A3*^*+/del*^ mice reported here thus provide a novel resource for addressing how this common deletion cooperates with other mutations to drive myeloid transformation, progression to AML, and drug resistance.

## Materials and methods

### Mice

We expressed Cre recombinase in embryonic stem cells containing *LoxP* sites and hypoxanthine phosphoribosyl transferase (HPRT) sequences flanking the *Fbxl13* and *Srpk2* genes (Wong et al., 2010) and analyzed clones that grew in hypoxanthine-aminopterin-thymidine (HAT) medium to identify the desired 2 Mb deletion. *5A3*^*del/+*^ mice were generated by standard blastocyst injection followed by mating coat color chimeras and were backcrossed for at least 10 generations onto a C57BL/6J background. *Gata2*^*+/−*^ mice were a generous gift from Dr Stuart Orkin (Harvard Medical School) (Tsai et al., 1994). Study mice were housed in a specific pathogen-free facility at the University of California San Francisco, and all animal experiments were conducted under protocols approved by the Institutional Animal Care and Use Committee. Genotyping and disease monitoring were performed as previously described (Wong et al., 2010).

### Flow cytometry

BM cells flushed from tibias and femurs were subjected to ammonium-chloride potassium red cell lysis before staining with antibodies. For experiments requiring cell sorting, the spinal cord, flat bone of the pelvis, humerus, and sternum of the mice were also crushed and lysed. Low-density mononuclear cells were separated using a HISTOPAQUE-1119 gradient (Sigma–Aldrich, St. Louis, MO, United States). For identification and sorting of CD150^hi^-HSC, CD150^lo^-HSC, and CD150^neg^-MPP, cells were pre-incubated with purified CD16/32 (2.4G2), followed by staining with a lineage cocktail of PE-conjugated antibodies including B220 (RA3-6B2), CD8 (53-6.7), Gr-1 (RB6-8C5), CD3 (17A2), Ter119 (TER-119), CD41 (MWReg30), and CD48 (HM48-1), as well as PE-Cy7 c-kit (2B8), PacBlue Sca-1 (E13-161.7), and APC CD150 (TC15-12F12.2) from BioLegend (San Diego, CA, United States). For experiments requiring cell sorting, cells expressing c-kit were enriched by magnetic cell sorting by staining with mouse CD117 microbeads and positively selected on the MS columns (Miltenyi Biotec, Germany) according to manufacturer's protocol before antibody staining. Cells were classified as CD150^hi^-HSC, CD150^lo^-HSC, or CD150^neg^-MPP based in levels of CD150 expression.

Percent contribution of common myeloid progenitor (CMP), granulocyte-monocyte progenitor (GMP), and megakaryocyte erythroid progenitors (MEP) within the Lin−Sca1+c-kit+ compartment of 5A3+/del mice and WT littermates. CMP, GMP, and megakaryocyte erythroid progenitors (MEP) populations were identified by flow cytometry after staining with a lineage cocktail of PE-conjugated antibodies including B220 (RA3-6B2), CD8 (53-6.7), Gr-1 (RB6-8C5), CD3 (17A2), and Ter119 (TER-119), as well as APC-750 c-kit (2B8), PacBlue Sca-1 (E13-161.7), Alexa Fluor 647 CD16/32 (93), biotin CD34 (MEC14.7), and a streptavidin PE-Cy7 conjugate (BioLegend). Stained BM cells were analyzed in a FACS LSRII instrument and sorted in a FACS Aria3 (Becton Dickinson, San Jose, CA, United States). FlowJo software (Tree Star, Inc., Ashland, OR, United States) was used to analyze and display the data.

### Competitive repopulation

BM cells from WT, *5A3*^*+/del*^, *Gata2*^*+/−*^, *Gata2*^*+/−*^*5A3*^*+/del*^ mice on a C57BL/6J background (CD45.2) were used as donor cells. Competitor cells were isolated from 8- to 12-week-old BoyJ mice (CD45.1). Recipient F1 hybrid mice from a cross between C57BL/6J and BoyJ mice (CD45.1 + CD45.2) were at least 8 weeks old at the time of lethal irradiation (9.5 Gy from a cesium source delivered in split dose 3 hr apart). After irradiation, the cells were injected via the tail vein of recipient mice. For evaluation of the competitiveness of whole BM, we injected 10^6^ whole BM cells at a 1:1 or 1:2 donor to competitor ratio. To evaluate the repopulating potential of purified CD150^hi^-HSC, we injected 15 CD150^hi^-HSC sorted from 8- to 12-week-old WT and *5A3*^*+/del*^ mice together with 2.5 × 10^5^ BM competitor cells into lethally irradiated recipients.

Blood was obtained from recipient mice every 30 days beginning 1 month after transplant, and cells were stained with Alexa Fluor 700 CD45.2 (104), PE-Cy7 CD45.1 (A20), PacBlue B220 (RA3-6B2), FITC CD4 (GK1.5), FITC CD8 (53-6.7), PE Mac-1 (M1/70), and PE Gr-1 (RB6-8C5) to determine the percent donor cell contribution to myeloid and B and T lymphoid lineages. Primary recipient mice were euthanized 6 months after transplantation, BM were isolated from the tibiae and femur, and 2 × 10^6^ BM cells were injected into secondary recipients to test serial repopulation potential. To determine the contribution of donor-derived cells in the K^+^L^−^S^+^ compartment, BM cells were stained with V450 CD45.2 (104), APC-780 CD45.1 (A20), PE B220 (RA3-6B2), PE CD8 (53-6.7), PE Gr-1 (RB6-8C5), PE CD3 (17A2), PE Ter119 (TER-119), PE-Cy7 c-kit (2B8), and APC Sca-1 (E13-161.7). Secondary recipients were analyzed as in the primary recipients.

### Methylcellulose colony assays

CD150^hi^-HSC, CD150^lo^-HSC, and CD150^neg^-MPP were isolated as described above, and 100 cells were seeded into methylcellulose medium as described (Mohrin et al., 2010). Colonies were counted on day 7, and the entire contents of a methylcellulose culture from an individual plate were then flushed out using phosphate-buffered saline and counted in a hemocytometer. Cells were also spun in a Cytospin 3 Cytocentrifuge (Shandon/Thermo Fisher Scientific, Waltham, MA, United States) at 400 rpm for 8 min, and differential cell counting and morphological analysis performed after Wright-Giemsa staining.

### RNA isolation and expression

CD150^hi^-HSC, CD150^lo^-HSC, and CD150^neg^-MPP were sorted as above into 500 µl of TRIzol reagent (Life Technologies, Grand Island, NY, United States). RNA was isolated according to manufacturer's instructions and precipitated with the addition of glycogen (New England BioLabs, Ipswich, MA, United States). The RNA was then treated with DNAse 1 (Ambion, Austin, TX, United States) and purified with the RNeasy MinElute Cleanup Kit (Qiagen, Valencia, CA, United States).

For TaqMan analysis, reverse transcription was carried out using the High Capacity RNA-to-cDNA Master Mix (Life Technologies). Relative quantification of gene expression was determined by performing quantitative real-time PCR using the following TaqMan Gene Expression Assays (Applied Biosystems): *Armc10* (Mm03011576_g1), *Mll5* (Mm01129502_g1), *Napepld* (Mm00724596_m1), *Orc5* (Mm00457242_m1), *Psmc2* (Mm00803207_m1), *Dnajc2* (*Mm00494389_m1*)*, Pmpcb* (*Mm01138654_m1*)*,* *Srpk2* (*Mm00486413_m1*)*, Fbxl13* (*Mm00622025_m1*)*, Lrrc17* (*Mm01167263_m1*)*, Slc26a5* (*Mm00446145_m1*)*, Reln* (*Mm00465200_m1*)*, Lhfpl3* (*Mm03038441_m1*), and *Gapdh* (Mm99999915_g1) with the TaqMan Gene Expression Master Mix (ABI). PCR reactions were performed on an ABI 7900HT Real-Time PCR System (Applied Biosystems, Foster City, CA, United States) with the Taqman Gene Expression Master Mix (Applied Biosystems) according to manufacturer's instructions. PCR cycling conditions were 2 min at 50°C and 10 min at 95°C, followed by 40 cycles of 15 s at 95°C and 1 min at 60°C. All reactions were carried out in triplicate, and target quantities were determined using a relative standard curve. The amounts of target were normalized to the endogenous control gene *Gapdh* and compared with the corresponding WT BM (calibrator sample) to determine relative fold differences.

For RNA-Seq analysis, total RNA (10 ng) was converted into double-stranded cDNA using the Ovation RNA Amplification System V2 (NuGen, San Carlo, CA, United States) per manufacturer's recommendations. The amplified cDNA products were then used to generate RNA-seq libraries using the TruSeq RNA Sample Preparation Kit v2 reagents (Illumina, San Diego, CA, United States) per manufacturer's instructions, with 10 PCR amplification cycles. Library quality and quantity were assessed by the Agilent DNA1000 Chip (Agilent, Santa Clara, CA, United States) and qPCR (Kappa Biosystems Inc, Woburn, MA, United States). 10 pM of each library was sequenced using Illumina SBS chemistry at 2 × 100 bp reads on the HiSeq2000 (Illumina, San Diego, CA, United States).

The RNA-Seq paired-end reads were mapped to the mouse mm9 genome using an in-house mapping and quality assessment pipeline (Zhang et al., 2012). 

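The identifiers of 29279 of the 30025 genes in the deposited table (97.52%) match the GENCODE annotation of mm9. With the annotated exon lengths, between 98.4% and 98.9% of the low values in each library correspond to whole fragments. Between 17346 and 23588 genes had a value above 0 per library, with a median of 19579. The mitochondrial ribosomal RNA genes mt-Rnr1 and mt-Rnr2 took a median of 26.1% of the fragments, with a range from 20.7% to 31.4% over the 29 libraries.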

The expression of each gene was estimated by the mean coverage of the highest covered coding exon. 

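The deposited values are FPKM over all exons, not the mean coverage of the highest covered coding exon, so this step cannot be repeated from the table. Correlations of the normalized log2 values between replicates of the same genotype and population ranged from 0.868 to 0.964 over 56 pairs of libraries; these are correlations across genes, which are not independent replicates.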

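The number 10, applied to FPKM in at least 1 library, would keep 8685 genes, against the 15409 kept by the filter used here.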

Genes with low-expression level (<10) across all samples were filtered out, followed by quantile normalization. Differential expression analysis was performed using limma (Smyth, 2004) with estimation of false discovery rate (Benjamini and Hochberg, 1995). 

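With an adjusted p-value under 0.05 in limma, 24 of the 15409 genes differed between genotypes in CD150hi HSC (5 higher and 19 lower in 5A3+/del mice), 5 in CD150lo HSC (1 higher and 4 lower) and 7 in CD150neg MPP (1 higher and 6 lower). Among these genes with an adjusted p-value under 0.05 in limma, 5, 4 and 5 are deleted genes, and 4 genes passed in all populations. At an unadjusted p-value under 0.05 there were 2018 (13.1%), 1059 (6.87%) and 658 (4.27%) genes. A trend in limma's variance prior moved the count in CD150hi HSC most, to 100 genes, and leaving out WT replicate 5 moved that in CD150lo HSC most, to 74. Outside the interval, 19 genes passed in CD150hi HSC, 1 in CD150lo HSC and 2 in CD150neg MPP, and none of them passed in more than a single population. The most significant of these in CD150hi HSC were Scarna13, a small nucleolar RNA gene on chromosome 12 that was higher in 5A3+/del mice (log2 fold change 2.19, standard error 0.34, limma adjusted p = 0.0055), and Rpl12-ps1 on chromosome 1, a ribosomal protein pseudogene by its name whose reads the counting could have shared with its parent gene (log2 fold change -0.89, limma adjusted p = 0.0158). Mocs1 on chromosome 17 (-0.90) and Arpc3 on chromosome 5 (-0.79) were also lower, with limma adjusted p-values of 0.0187 and 0.0258. The change of Scarna13 rests on few fragments, 4 to 16 per library in WT and 22 to 177 in 5A3+/del CD150hi HSC. Its log2 fold change was 0.29 in CD150lo HSC and -0.14 in CD150neg MPP. In CD150lo HSC the single gene was Evc2 on chromosome 5, which was higher in 5A3+/del mice (0.216 ± 0.188 in WT and 1.31 ± 0.459 in 5A3+/del mice, normalized FPKM ± SD, n = 5 each; limma adjusted p = 0.00352). In CD150neg MPP, AC127419.1 on chromosome 8, listed as a microRNA gene, had 7 to 12 fragments per library in WT and 0 to 2 in 5A3+/del mice, which is below the floor of detection. In CD150hi HSC, 397 genes (2.58%) had no overlap between the genotypes, where chance gives 0.794%; the shares were 1.63% in CD150lo HSC, where chance gives 0.794%, and 1.51% in CD150neg MPP, where chance gives 1.59%.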

GSEA (Subramanian et al., 2005, 2007) was used to assess pathway enrichment.

### ATP quantification

HSC and MPP were sorted into phosphate buffered saline (PBS), and 600 CD150^hi^-HSC, 1000 CD150^lo^-HSC, and 1000 CD150^neg^-MPP were aliquoted into a well of a 96-well plate in triplicate. ATP was quantified using the CellTiter-Glo Luminescent Cell Viability Assay (Promega, Madison, WI, United States) following manufacturer's recommendations. Illumination was quantified with a Synergy 2 (Biotek, Winooski, VT, United States).

### Metabolic studies

For flow cytometric analysis of ROS levels and membrane potential in CD150^hi^-HSC, CD150^lo^-HSC, and CD150^neg^-MPP, BM cells were isolated and enriched for c-kit positive cells as described. c-kit positive cells were stained with an unconjugated cocktail of purified antibodies including B220 (RA3-6B2), CD8 (53-6.7), Gr-1 (RB6-8C5), CD3 (17A2), Ter119 (TER-119), and CD41 (MWReg30) from BioLegend, followed by PECy-5 IgG GOAT anti-RAT pAb (HI47) antibody from Molecular Probes and IgG from rat serum (I4131 Sigma). After incubation with 50 nM CellROX Orange Reagent (Molecular Probes) or 20 nM MitoTracker Orange CMTMRos (Molecular Probes, Eugene, OR, United States) for 30 min at 37°C in IMDM, cells were washed and stained with 7-amino-actinomycin D, PE-Cy7 c-kit (2B8), PacBlue Sca-1 (E13-161.7), PE-Cy5 CD48 (HM48-1), and APC CD150 (TC15-12F12.2) from BioLegend.

The OCR was analyzed in an XF96 extracellular flux analyzer following manufacturer's protocol (Seahorse Biosciences, Billerica, MA, United States). Freshly isolated K^+^L^−^S^+^ cells and K^+^L^−^S^−^ cells were cultured in StemSpan serum-free medium (STEMCELL Technologies, Vancouver, Canada) supplemented with SCF (100 ng/ml) and Tpo (100 ng/ml), while freshly isolated thymic cells and B-220^+^ splenic cells were cultured in RPMI medium 1640 supplemented with 10% fetal calf serum and incubated at 37° in a humidified atmosphere containing 8% CO_2_ for 12–15 hr. Cells were then washed three times with Mito Stress Media (XF base media supplemented with glucose [3 mg/ml], sodium pyruvate [1 mM], and Glutamax [2 mM] adjusted to a pH = 7.4) and seeded in XF96 microplates coated with poly-L-lysine (Sigma). 60000 K^+^L^−^S^+^ cells, 100000 K^+^L^−^S^−^ cells, 200000 thymic cells, and 200000 B220^+^ splenic cells were plated per well, respectively. K^+^L^−^S^+^ and K^+^L^−^S^−^ cells were stimulated with SCF (100 ng/ml) and Tpo (100 ng/ml), while thymic cells were stimulated with interleukin (IL)-2 (20 ng/ml) and IL-7 (10 ng/ml) and B-220^+^ splenic cells were stimulated with IL-7 (10 ng/ml) and maintained in a non-CO_2_ incubator for 1 hr before the assay. Five baseline recordings were made, followed by sequential injection of Oligomycin (Sigma), Carbonyl Cyanide 4-(trifluoromethoxy)phenylhydrazone (Sigma), and a combination of Antimycin A (Sigma) and Rotenone (Sigma) to determine the mitochondrial respiration rate under various conditions.

### Statistical analysis

Data are presented as mean values ±SEM unless stated otherwise. Statistical significance was determined by performing two-tailed Student's *t*-tests.

### Antibodies for flow cytometry of CLP cells

CLP were identified and evaluated by flow cytometry by staining with a lineage cocktail of PE-conjugated antibodies including B220 (RA3-6B2), CD8 (53-6.7), Gr-1 (RB6-8C5), CD3 (17A2), and Ter119 (TER-119), as well as APC-750 c-kit (2B8), PacBlue Sca-1 (E13-161.7), APC IL-7Rα (A7R34) and biotin Flk2 (A2F10), and a streptavidin PE-Cy7 conjugate (BioLegend).

### BrdU staining

Mice received an initial intraperitoneal injection of BrdU (Sigma–Aldrich, 1 mg/6 g mouse weight) and were then maintained on 1.0 mg/ml BrdU in the drinking water 24 hr prior to sacrifice. To measure BrdU incorporation, BM cells were enriched for c-kit positive cells using c-kit antibody-conjugated microbeads (Miltenyi). Enriched BM cells were pre-incubated with purified CD16/32 (2.4G2), followed by staining with a lineage cocktail of PE-conjugated antibodies including B220 (RA3-6B2), CD8 (53-6.7), Gr-1 (RB6-8C5), CD3 (17A2), Ter119 (TER-119), as well as PECy7 c-kit (2B8) and PacBlue Sca-1 (E13-161.7) (BioLegend). BrdU incorporation was then assayed according to manufacturer's instructions of the APC BrdU Flow Kit (BD Pharmingen, San Jose, CA, United States).

### NHS-biotin staining

NHS-biotin (EZ-Link Sulfo-NHS-LC-LC-biotin; Life Technologies) was dissolved at 10 mg/ml in normal saline and injected into mice intravenously via the tail vein at 1 mg/6 g mouse weight. To assess biotin dilution in the HSC subpopulations, BM cells were enriched for c-kit positive cells using c-kit antibody-conjugated microbeads (Miltenyi). Enriched cells were pre-incubated with purified CD16/32 (2.4G2), followed by staining with a lineage cocktail of PE-conjugated antibodies including B220 (RA3-6B2), CD8 (53-6.7), Gr-1 (RB6-8C5), CD3 (17A2), Ter119 (TER-119), CD41 (MWReg30), and CD48 (HM48-1), as well as PerCP/Cy5.5 c-kit (2B8), PacBlue Sca-1 (E13-161.7), APC CD150 (TC15-12F12.2), and PECy-7-conjugated Streptavidin (BioLegend).

How the deposited data were processed for this re-analysis (not part of the article)

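RNA from CD150hi HSC, CD150lo HSC and CD150neg MPP of 5 WT and 5 5A3+/del mice was amplified and sequenced by the authors with paired-end reads, mapped to mm9 and summarized per gene. The authors deposited a single table of FPKM values for 30025 genes in 29 libraries: 5 per genotype and population, and 4 for 5A3+/del CD150neg MPP. The values are not quantile normalized. The paper's own measure, the mean coverage of the highest covered coding exon, is another quantity and could not be computed from the table. Libraries were grouped by the genotype and cell type in the sample labels, in which CD150neg cells are called HSC where the paper calls them MPP. A code in the labels assigns the libraries of different populations to the same mouse.

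Gene identifiers were matched to the GENCODE annotation of mm9 for positions, exon lengths and GC content; 29279 of 30025 (97.52%) matched. Multiplying FPKM by exon length gives steps in the low values from which the number of fragments per library was obtained. It ranged from 21229490 to 38797569, with a median of 26967107, and 98.41% to 98.85% of the low values per library were whole fragments. With 3 fragments as the floor, a gene with few fragments is described by its fragments and not by a fold change. Amplified fragments without molecular identifiers are not independent molecules, so this covers counting error only.

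The following was computed from the deposited FPKM. Genes with a value of at least 1 in at least 4 libraries (15409) were kept, since 4 is the size of the smallest group. Values were transformed as log2(FPKM + 1), with a pseudocount of 1, and quantile normalized over the 29 libraries. Normalized FPKM in the text are these values transformed back. limma version 3.58.1 in R version 4.3.3 was fitted to all libraries with 6 group means, and the contrast of 5A3+/del minus WT was tested within each population, two-sided, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. For the interval, the ratio of the 5A3+/del mean to the WT mean was taken per gene on the linear scale, and the median over the 7 genes that the paper calls expressed was reported. Exact two-sided permutation tests over mice were made on the mean log2 value of these genes and of the OXPHOS list.

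The OXPHOS list of 77 nuclear genes for structural subunits of complexes I to V and cytochrome c was written by symbol before the data were examined, since the gene sets of Fig. 4C were not available here. Enrichment was computed with the running-sum statistic of GSEA with a weight of 1 on genes ranked by signal to noise with a floor of 0.2 times the mean on each SD, and two-sided p-values came from 1000 permutations of the gene list. Differences between populations were tested per mouse by permuting the genotype.

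The genes named in the text are the genes that the paper places within or at the edges of the deletion, Slamf1, up to 5 genes outside the interval per population with the smallest adjusted p-values under 0.05 and no overlap between genotypes, and the 5 OXPHOS genes with the largest moderated statistic in CD150hi HSC. Evc, Gm12104 and the Y-linked genes in the closing section were chosen after their values were seen, whereas Xist had been set beforehand as a covariate for sex. WT and 5A3+/del libraries that share a replicate number come from different mice, and the numbers come from the sample labels.

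The limma and enrichment steps were tested on simulated log2 values for 15409 genes, without the filter and the normalization. These were drawn from the population means and residual spread of these libraries, and 200 genes were changed by a log2 value of 1. limma called 129 of the 200 (64.5%) and 4 unchanged genes, and called 0 genes in simulated data without a change, where 4.88% of genes had an unadjusted p-value under 0.05. An OXPHOS list lowered by 0.2 on the log2 scale gave a NES of 2.15 (permutation p = 0.001), against 1.17 (permutation p = 0.198) without the shift. The noise was drawn independently for each gene and library. The simulation therefore cannot tell whether gene-list permutation gives too small a p-value when the genes of a list vary together.

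Alternatives covered the pseudocount, the filter, the normalization, the design of the fit, covariates for age and Xist, the OXPHOS list, the ranking and the permutation, and leaving out each mouse in turn. Python version 3.11.15 with pandas version 2.3.3 was used to read the table. TaqMan, ATP, ROS and oxygen consumption measurements have no values in the deposited table and were left out.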

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

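The tests on other splits of all mice were set beforehand, and the count of genes outside the interval in these splits and all other tests in this part were chosen only after the result was seen, although median scaling and the Xist covariate were among the alternatives set beforehand.

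Among 90 groups of 4 or 5 libraries, 12 had a library far from the others of its group, where chance gives about 4.5. WT mouse 3 gave 2 of them in each population. Its Xist FPKM was 303 in CD150hi HSC, 234 in CD150lo HSC and 319 in CD150neg MPP, against at most 0.47 in all libraries of the other 9 mice. The summed FPKM of 4 Y-linked genes was 0.0222, 0.124 and 0.0237 in the same libraries, against 51.4 to 71.4 elsewhere. A single mislabelled library would show this in fewer than 3 libraries, and it was present in all 3. A mixed sample would leave Y-linked transcripts, and their largest sum in this mouse was 0.206% of the mean of the other WT libraries. The Xist and Y-linked values in all 3 libraries argue against WT mouse 3 being a male like the other 9 mice. By expression it is the only female among the 10 mice, although the sample labels give no sex.

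The remaining 6 are close in number to what chance gives, and no biological explanation was tested for them. They are not all scattered, since the OXPHOS score and an Armc10 value come from the same library, 5A3+/del CD150hi HSC replicate 1. That library also had no Napepld fragments and a normalized FPKM of 10.7 for 5031425E22Rik. It had 17346 genes above 0, the fewest of all libraries, so a lower quality of this library is not excluded. The OXPHOS score of 5A3+/del CD150hi HSC replicate 1 was 4.55, against 4.77 to 4.86 in the other 4 libraries. Without this mouse, the NES of the OXPHOS list in CD150hi HSC was 1.27 (permutation p = 0.0969), so the NES depends on it, while the score difference without it was -0.13 (exact permutation p = 0.0238). The normalized FPKM of Armc10 was 26.9 in the same library, against 7.49 to 12.6 in the others, and 17.8 in WT CD150neg MPP replicate 1, against 24.1 to 25.9. That of Napepld was 0.453 in 5A3+/del CD150neg MPP replicate 3, against 0.281 to 0.305, but its FPKM before normalization was 0.506 there and 0.458 in replicate 4, so this gap comes from the quantile normalization of low values. The normalized FPKM of Psmc2 was 10.6 in WT CD150hi HSC replicate 2, against 6.40 to 7.42. WT CD150lo HSC replicate 1 had 38797569 fragments, more than any other library of its group.

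The effect of the genotype on the OXPHOS score differed between CD150hi HSC and CD150neg MPP by -0.15 (exact permutation test over 9 mice, p = 0.0397). It did not differ detectably between CD150hi and CD150lo HSC (0.03, exact permutation test, p = 0.738). With each library scaled to its median in place of quantile normalization, the difference from CD150neg MPP was no smaller (-0.18), but its exact permutation p was 0.0635. The normalization therefore decides on which side of 0.05 the p-value falls and does not account for the difference. Relative to the cytosolic ribosomal protein genes, no such difference remained (-0.01, exact permutation test, p = 0.937); it was 0.11 without quantile normalization and 0.11 with median scaling (exact permutation test, p = 0.317 and 0.349). The difference therefore cannot be told apart from a shift shared with ribosomal protein genes.

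The effect of the genotype on 5031425E22Rik was less negative in CD150hi HSC than in CD150lo HSC by 0.65 on the log2 scale (exact permutation test, p = 0.0476) and than in CD150neg MPP by 1.20 (exact permutation test, p = 0.0159). These are 2 of 27 such comparisons of interval genes and Srpk2, and the adjusted p-value of each is 0.429, so neither passes the correction. With each library scaled to its median, the comparison with CD150lo HSC had an exact permutation p of 0.0476. The median number of fragments on this gene in CD150hi HSC was 103% of that in CD150neg MPP over both genotypes, which includes the drop in 5A3+/del MPP, and 70.5% of it among WT libraries (382 against 542). With at least 217 fragments in every CD150hi HSC library the gene was far above the floor of detection, but a difference in coverage between the populations is not excluded. In 5A3+/del CD150hi HSC, replicate 1 had a normalized FPKM of 10.7, against 3.51 to 6.06 in the other libraries of its group. Without this mouse the log2 fold change in CD150hi HSC corresponded to 82.8% of WT, against 94.6% with it. The comparisons between populations were not repeated without it, so its weight in them is not known. Reads from the neighbouring Mll5 or unannotated transcripts were not tested, and no statement on a biological cause is made.

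Genes outside the 5A3 interval passed an adjusted p-value of 0.05 in limma: 19 in CD150hi HSC (among them the OXPHOS gene Atp5e), 1 in CD150lo HSC (Evc2) and 2 in CD150neg MPP (AC127419.1 and Gm12104). The whole counts of 24, 5 and 7 genes were set against other splits of the 10 mice. Of 100 drawn splits, the real one included, 1 gave as many genes in CD150hi HSC, 1 in CD150lo HSC and 1 in CD150neg MPP, the real split each time; the other splits gave at most 6, 2 and 2 genes. Among the 16 splits that part all same-numbered mice, 1 gave as many in each population, again the real split, but the share cannot fall below 0.0625 there. The other drawn splits keep some same-numbered mice together. For the genes outside the interval alone, 1 of the 100 splits gave as many as 19 in CD150hi HSC, 7 gave at least 1 in CD150lo HSC and 4 gave at least 2 in CD150neg MPP. A count of 1 as in CD150lo HSC can thus arise by grouping alone, but this says little about Evc2 itself, which was higher in 5A3+/del mice in all populations. Evc2 lies on chromosome 5 within 20 Mb of the interval, so carried strain DNA is a candidate explanation for it that was not tested for this gene.

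For the 19 genes in CD150hi HSC, 18 kept an adjusted p-value under 0.05 with Xist as a covariate. Without WT mouse 3, 13 of the 19 kept it, and all 19 kept their direction and an unadjusted p-value under 0.05. The sex of this mouse therefore does not account for most of them. Of the 19, 3 are pseudogenes or have a pseudogene named after them (Gm12483, Gstm2 and Rpl12-ps1). The 14 genes that were lower in 5A3+/del mice have a median exon length of 1745 bp. This lies at percentile 4.14 of 10000 lists matched on mean expression, whose median was 2924.5 bp. The genes thus lean towards short ones, but this test of 14 genes does not establish an over-representation. DNA of the embryonic stem cell strain carried beside the deletion is a candidate explanation for changes near the interval. Among the 218 genes within 20 Mb of the interval, an unadjusted p-value under 0.05 was found in 16.1% against 13.0% elsewhere in CD150hi HSC (one-sided Fisher's exact p = 0.112), 4.59% against 6.84% in CD150lo HSC (p = 0.933) and 7.80% against 4.16% in CD150neg MPP (p = 0.011); genes are not independent in this test. The distance of 20 Mb was taken after 4 distances had been looked at, and for 5, 10 and 40 Mb the Fisher's exact p was 0.0627, 0.212 and 0.0272 in CD150neg MPP and 0.0615, 0.165 and 0.059 in CD150hi HSC, so the result in CD150neg MPP depends on the distance. Carried strain DNA may thus contribute to changes near the interval in CD150neg MPP, but it does not account for AC127419.1 and Gm12104, which lie on chromosomes 8 and 11. Nor does it account for the 19 genes in CD150hi HSC, which lie on other chromosomes except Arpc3, far from the interval on chromosome 5. A length bias may contribute to which genes outside the interval are lower in CD150hi HSC, and whether it accounts for their changes was not tested.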

How the results depend on the processing

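All alternatives were set beforehand, except limma's voom on whole fragments, which was chosen after seeing the data.

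The median percentage of WT of the interval genes stayed below 100 with an exact permutation p under 0.05 under every alternative run for this result except the replicate block. It ranged from 49.9% to 54.6% in CD150hi HSC, 50.0% to 53.6% in CD150lo HSC and 45.1% to 47.9% in CD150neg MPP across the fits that each left out one mouse. No flanking gene passed the threshold in CD150hi or CD150lo HSC under any alternative set beforehand.

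The number of differentially expressed genes depended on the processing. In CD150hi HSC, CD150lo HSC and CD150neg MPP it was 24, 5 and 7. Each population fitted alone gave 0, 0 and 0 genes, with 1277, 1291 and 729 at an unadjusted p-value under 0.05. Without a filter the counts were 75, 16 and 4. A minimum FPKM of 10 gave 85 and 17 genes in CD150hi and CD150lo HSC, and a pseudocount of 0.1 gave 15 and 8. With the mouse as a random block the counts there were 56 and 8, and with a trend in limma's variance prior they were 100 and 31. voom on whole fragments gave 77 genes in CD150hi HSC, 18 of them among the 24. Leaving out one mouse at a time gave from 4 to 40 genes in CD150hi HSC, 3 to 74 in CD150lo HSC and 3 to 8 in CD150neg MPP. The split into higher and lower genes moved from 5 and 19 to 7 and 14 in CD150hi HSC with median scaling, and from 1 and 6 to 0 and 6 in CD150neg MPP without quantile normalization. The cause of these changes was not tested.

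The replicate number as a block paired libraries of different mice. Deviations of same-numbered libraries from their group means correlated by 0.05 on average in CD150hi HSC, 0.004 in CD150lo HSC and 0.03 in CD150neg MPP. WT and 5A3+/del libraries with different numbers correlated by -0.01, -0.0008 and -0.008. Libraries of the same mouse in different populations correlated by 0.08. The numbers thus show no strong pairing, but a weak one is not excluded. With this replicate block limma called 16, 8 and 4 genes. The paired medians of the interval genes were 52.6%, 52.2% and 47.0% of WT, with exact sign-flip p-values of 0.0625, 0.0625 and 0.125, the smallest that 5, 5 and 4 pairs allow. The paired OXPHOS score differences were -0.18 in CD150hi HSC and -0.21 in CD150lo HSC (exact sign-flip p = 0.0625 for each), and the paired NES were 2.20, 2.82 and 0.844.

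The NES of the OXPHOS list stayed positive with a p-value under 0.05 in CD150lo HSC under every alternative for which a NES was computed. In CD150hi HSC it ranged from 1.27 to 1.87 with one mouse left out and lost the threshold in 1 of these 10 fits. In CD150neg MPP it ranged from -0.45 to 0.88 with one mouse left out and changed sign in 1 fit, and without weights it was 2.45 (permutation p = 0.001, the smallest possible); the cause was not tested. The OXPHOS score difference in CD150hi HSC was -0.13 (exact permutation p = 0.0714) for the list with mitochondrially encoded subunits and assembly factors added. The difference of the genotype effect on the score between CD150hi HSC and CD150neg MPP was -0.18 (exact permutation p = 0.0556) without quantile normalization, -0.18 (p = 0.0635) with median scaling and -0.12 (p = 0.0873) for the longer list. It ranged from -0.18 to -0.11 with one mouse left out, and 8 of these 9 fits were no longer past the threshold.

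Log2 fold changes of single genes were compared under the alternatives set beforehand that change limma's fit, and not under voom. With a minimum FPKM of 10, not all of the named genes were tested. Of the log2 fold changes compared, 690 kept their direction and side of the threshold, 10 became stronger, 2 reversed and the rest became weaker. Of the weaker ones, 66 came from leaving out one mouse and 22 from fitting each population alone. The reversed ones were those of 5031425E22Rik in CD150hi HSC, 0.018 without WT replicate 1 and 0.070 without 5A3+/del replicate 3; its fits with one mouse left out ranged from -0.27 to 0.070. Genes with fewer than 3 fragments in most libraries, such as AC112688.1 and Lhfpl3, are limited by the depth, and no change in them could be detected.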

Differences from the paper's values

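The NES of the OXPHOS list in CD150hi HSC was 1.73, and the paper's NES is about 2.6 in Fig. 4C, read by eye. The genes behind the paper's score are a published set, whereas the list used here was written by symbol. Among the alternatives set before the data were examined, ranking by limma's moderated statistic (2.47), ranking without weights (3.15), the replicate block (2.20), a minimum FPKM of 10 (1.98), median scaling (1.80), no quantile normalization (1.80) and leaving out WT replicate 2 (1.81) or 5A3+/del replicate 2 (1.76), 3 (1.80) or 4 (1.87) came within 1.5 times the paper's value, a bound that the NES of 1.73 misses narrowly. A pseudocount of 0.1, no filter, label permutation, the longer list and the other fits that left out a mouse did not.

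The paper's text gives a reduction of 50% for 5031425E22Rik in 5A3+/del HSC. In CD150hi HSC its value was 94.6% of WT from the log2 fold change, and 97.1% on the linear scale. The 5A3+/del libraries spread widely there (SD 42.3% of the WT mean, replicate 1 included). This SD served as the bound for every alternative. The values with a minimum FPKM of 10 (92.0%), without WT replicate 2 (88.4%) and without 5A3+/del replicate 1 (82.8%) came within it of the paper's value. All other alternatives set before the data were examined stayed farther away. The SD describes single libraries and not a mean, so the bound does not show that these values match a reduction of 50%. In CD150lo HSC the value was 60.2% of WT from the log2 fold change, within the spread between mice of the paper's value.

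The paper describes Srpk2 as modestly up-regulated in 5A3+/del HSC. Its mean expression was higher too, 111% of WT in CD150hi HSC and 117% in CD150lo HSC, with exact permutation p-values of 0.262 and 0.302, so the increase was not told apart from the spread between mice, and no alternative set beforehand gave it an adjusted p-value under 0.05 in limma.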

Other observations

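The tests of expression level, of the median of the ribosomal protein genes and of regrouped mice were set beforehand; the other tests in this part were chosen only after the result was seen.

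The lower expression of the OXPHOS list in 5A3+/del CD150hi and CD150lo HSC was weighed against technical explanations. Of 100 regroupings of the mice of each population, the real one included, 2 gave an enrichment score as large in CD150hi HSC and 1 in CD150lo HSC, so grouping alone is unlikely. The median log2 fold change lay at percentile 0 of 10000 lists matched on mean expression in both populations, outside their range. Fragments per library did not differ between genotypes (exact permutation test, p = 0.921 in CD150hi HSC and 0.183 in CD150lo HSC), nor did the share on mitochondrial ribosomal RNA (p = 0.683 and 0.651). Genes with short exons in total shifted down in general. Among protein-coding genes in CD150hi HSC the median log2 fold change rose from -0.09 in the fifth of genes with the shortest exons to 0.05 in the fifth with the longest, and the OXPHOS genes have a median exon length of 1322 bp against 3496 bp for protein-coding genes. The mean of genes matched to the list on expression, exon length and GC content fell by 0.07 in CD150hi HSC (exact permutation test, p = 0.0159). Relative to these matched genes the OXPHOS score was still lower, by -0.11 in CD150hi HSC (exact permutation test, p = 0.0159) and -0.15 in CD150lo HSC (p = 0.00794), so length and GC content do not fully explain it.

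The 78 cytosolic ribosomal protein genes shifted in the same direction, with median log2 fold changes of -0.18 in CD150hi HSC, -0.14 in CD150lo HSC and -0.032 in CD150neg MPP. The direction held without quantile normalization and with median scaling in both HSC populations but flipped in CD150neg MPP (0.01 and 0.03). Relative to the ribosomal protein genes, the OXPHOS score no longer separated the genotypes (exact permutation test, p = 0.929 in CD150hi HSC and 0.0635 in CD150lo HSC). The shift of OXPHOS genes in CD150hi HSC therefore cannot be told apart from a shift shared with ribosomal protein genes; in CD150lo HSC the difference from them was -0.07 and changed sign to 0.041 both without quantile normalization and with median scaling (exact permutation test, p = 0.46 and 0.468). Whether that shift is technical or a broader effect of the deletion could not be decided from these libraries. In CD150neg MPP, 33 of 100 regroupings gave an enrichment score as large, and the median lay at percentile 5.69 of lists matched on expression. It lay at percentile 1.94 of lists matched also on exon length and GC content, while the score relative to these genes did not separate the genotypes (exact permutation test, p = 0.127), so a small shift in CD150neg MPP cannot be excluded.

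The 13 mitochondrially encoded subunits did not differ detectably. Their score was at 122% of WT in CD150hi HSC (exact permutation test, p = 0.206; adjusted p = 0.619 over 3 populations), 102% in CD150lo HSC (p = 0.897) and 103% in CD150neg MPP (p = 0.77), and the direction in CD150lo HSC flipped with the scaling.

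The summed FPKM was lower in 5A3+/del CD150hi HSC (541248 ± 26300 (SD, n = 5) against 606791 ± 33658 in WT (n = 5), exact permutation test, p = 0.0159). It did not differ detectably in CD150lo HSC (exact permutation test, p = 0.135) or CD150neg MPP (p = 0.865).

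Evc2 and its neighbour Evc, on chromosome 5 distal to the deletion, were both higher in 5A3+/del mice in all populations. Evc2 had log2 fold changes of 0.30, 0.92 and 0.56 in CD150hi HSC, CD150lo HSC and CD150neg MPP (exact permutation test, p = 0.0317, 0.00794 and 0.00794), and Evc of 0.69, 0.34 and 0.91 (p = 0.0159, 0.23 and 0.0159). Lrrc17 had no fragments in any WT CD150neg MPP library and 0, 30, 18 and 13 fragments in the 5A3+/del libraries of replicates 1 to 4 (exact permutation test, p = 0.0476). Fbxl13 had a mean FPKM of 0.0728 in WT and 0.296 in 5A3+/del CD150neg MPP (exact permutation test, p = 0.00794).

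Residuals of libraries of different populations correlated by 0.08 on average when they came from the same mouse (28 pairs) and by -0.009 when they came from different mice, across genes, which are not independent replicates.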
